A study of Mus musculus with 23 samples. Its data were reported in "Zfp57 Exerts Maternal and Sexually Dimorphic Effects on Genomic Imprinting" (2022).

How the data were processed

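RNA was sequenced from 23 whole mouse embryos of both sexes, 1 library per embryo. Zfp57 encodes a zinc finger protein that keeps DNA methylation at imprinted regions. Per the labels, the embryos were M+Z+ (Zfp57 present in the mother's oocyte and in the embryo), M-Z+ (absent from the oocyte, a functional copy from the father) or M-Z- (absent from both). The mothers were of the 129 strain and the fathers were Zfp57 carriers backcrossed to DBA/2J, so reads over strain variants could be assigned to the maternal (129) or the paternal (DBA) allele.

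The deposited gene tables held raw read counts per gene and embryo, which the authors made by trimming with Trim Galore, aligning uniquely mapped reads end to end to mm9 with STAR, and counting with featureCounts on the UCSC mm9 annotation. In that step, which was set to be strand-specific, a read that overlapped several genes counted for each of them. Genes that overlap on the same strand thus share counts. The deposited allelic tables held raw read counts per gene, embryo and parental allele, which the authors made by calling variants with GATK, masking them in mm9, aligning with STAR, splitting the reads by allele with SNPsplit and counting with featureCounts. Whether overlapping genes shared reads in the allelic tables was not stated. The other deposited column was the exon length of each gene in bases, which was used only for a filter on TPM (transcripts of a gene over their total in M). No table had been normalised. The columns headed WT were read as the M+Z+ embryos of the labels. The sample titles write Zfp57-/+ for M+Z+ and M-Z+ embryos alike, so whether the M+Z+ embryos were wild type or heterozygous was left open. Among the female allelic columns, 4 of the 6 M+Z+ embryos shared 2 header names, so these 4 carry no replicate number of their own here. They were used as M+Z+ embryos and were never joined to the gene table by embryo.

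The tables held 26183 gene symbols, of which 75 had exons on more than 1 chromosome. The total count per embryo was 15.2 to 24.1 M (in units of mega, M; median 17.4 M), and the allele-assigned reads numbered 2.46 to 3.94 M (median 2.78 M). A count of 0 in a library was taken to allow up to 3 counts, which was 0.171 to 0.198 CPM (count of a gene over the total in M) by the lowest total of each group. Such limits and the errors of read shares cover counting error only, since reads without molecular identifiers are not independent molecules.

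Before the data were examined, the samples, the tests, the thresholds, most alternatives, the rule for naming genes and a list of 144 imprinted genes in 24 regions were fixed. Of the list, 134 symbols were in the tables, and the other 10 were not analysed here. Genotypes were compared within each sex with edgeR 4.0.16 (glmQLFit and glmQLFTest on raw counts, TMM scaling, filterByExpr, limma 3.58.1) in R 4.3.3, in 1 fit of the 3 genotypes of a sex. A gene was called at an adjusted p below 0.05 (Benjamini-Hochberg over all tested genes) and a log2 fold change of at least 0.5 in size. The sexes were compared in M+Z+ embryos, and the difference between the sexes in each genotype effect (an interaction) was tested, in 1 fit of all 23 embryos. A size of at least 0.3 was required between the sexes and none for the interaction. Adjusted p-values of expression below are from edgeR's quasi-likelihood test.

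The P-score of a gene in an embryo was the paternal share of its allele-assigned reads minus 0.5. It is -0.5 with maternal reads alone, 0 with equal alleles and 0.5 with paternal reads alone. It was computed where an embryo had more than 10 allele-assigned reads, and a list gene was tested where each genotype of the sex had at least 3 such embryos. The test was an exact permutation Kruskal-Wallis test over the 3 genotypes of a sex, adjusted over the tested list genes, and a pair of groups was called at an adjusted p below 0.05 with mean P-scores at least 0.1 apart. Because that test asks whether any of the 3 genotypes differ, the exact two-sided permutation p of the pair stands beside it. Sexes were compared by an exact two-sided permutation test, and the sex by genotype interaction by exact permutation of the sexes within each genotype. Outside the list, autosomal genes with a mean of at least 20 allele-assigned reads per embryo were tested for an allelic shift with edgeR's quasi-likelihood test on allele counts, with embryo effects, at an adjusted p below 0.05 and a P-score difference of at least 0.1.

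The genes named were Zfp57 and the sex markers Xist, Ddx3y, Eif2s3y, Kdm5d and Uty; any gene of the list; in each comparison of all genes, the 3 largest rises and the 3 largest falls outside the list among called genes with a mean of at least 1 CPM and no overlap between the groups; up to 5 called genes per interaction; the 5 called genes outside the list with the largest allelic shift; and the 5 genes nearest Zfp57 with a P-score. Genes named beyond this rule are said to have been chosen after their values were seen.

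The alternatives were DESeq2 1.42.0 (Wald test) in place of edgeR, DESeq2 size factors in place of TMM, no filter on low counts, only the 2 compared groups in the fit, the replicate number as a block, unadjusted p-values, no minimum change, only list genes above 1 TPM, a minimum of 30 reads for a P-score or a mean of 50 for an allelic shift, a P-score difference of 0.2, P-scores centred on the embryo's autosomal median, edgeR's allele test in place of the exact test, leaving out chromosome 17 or the list, and leaving out each embryo in turn. A comparison with only those M+Z+ embryos numbered 4 and above was added after the data were seen. Where groups had at least 3 embryos each, up to 100 other splits of the same embryos were analysed alike. Scores of 5 marker lists for cell types were compared by exact permutation tests. Segments of a chromosome were called where runs of genes had P-scores beyond 0.35 in size.

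The fits were tested on simulated data with 200 changed genes. For expression in the 3 M-Z- against the 4 M+Z+ males, 92.5% were recovered among 16525 genes (100% of 4-fold and 85% of 2-fold changes), and 97% among 16719 in the 4 M-Z- against the 6 M+Z+ females (100% and 94%). The exact P-score test was tested with 500 genes, 200 of them shifted by 0.3 in a single genotype. It recovered 99% for M-Z- against M+Z+ in females, 2% for M-Z+ against M+Z+ in females, 0% for either comparison with M+Z+ in males and 7.5% for M-Z- against M-Z+ in males. A shift in a single genotype of 3 embryos was thus rarely called in these simulations, which limits how a missing call can be read. Counts were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.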

Results

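The data were RNA-seq read counts per gene and allele-assigned read counts per gene for 13 female and 10 male mouse embryos. The females comprised 6 M+Z+, 3 M-Z+ and 4 M-Z- embryos, and the males comprised 4 M+Z+, 3 M-Z+ and 3 M-Z- embryos. The total counts were 16.3 to 19.2 M in female M+Z+, 17.4 to 18.5 M in female M-Z+ and 17.5 to 20.4 M in female M-Z- embryos. They were 16.3 to 24.1 M in male M+Z+, 15.2 to 17.2 M in male M-Z+ and 15.9 to 16.4 M in male M-Z- embryos. Allele-assigned reads ranged from 2.46 M in a male M-Z- embryo to 3.94 M in a male M+Z+ embryo. Gene symbols and mm9 coordinates are those of the deposited tables. All values are means over embryos with their SD unless another error is named.

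Zfp57 lies on chromosome 17 (37138108 to 37147674). Its expression was 66.9 ± 17 CPM (SD, n = 6) in female M+Z+, 71.4 ± 6.28 (n = 3) in female M-Z+ and 33.0 ± 0.856 (n = 4) in female M-Z- embryos. In males it was 76.5 ± 9.90 (n = 4), 70.7 ± 3.78 (n = 3) and 29.7 ± 5.03 CPM (n = 3) in the same order of genotypes. Against M+Z+, Zfp57 counts in M-Z- embryos fell by 1.02 on the log2 scale in females (adjusted p 0.000399) and by 1.33 in males (adjusted p 4.69e-05), with every M-Z- embryo below every M+Z+ embryo. In M-Z+ embryos the change was 0.08 in females (adjusted p 0.926) and -0.14 in males (adjusted p 0.772), neither of them called. Reads still counted over Zfp57 in M-Z- embryos do not tell a transcript with function from one without.

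The sex labels were checked against sex-linked genes. Xist (chromosome X, 100655712 to 100678572) stood at 3019 ± 253 CPM (SD, n = 6) in female M+Z+ embryos and at 0.421 ± 0.377 CPM (n = 4) in male M+Z+ embryos. Ddx3y, Eif2s3y, Kdm5d and Uty on the Y chromosome had 0 counts in each of the 13 females, which allows up to 0.171 to 0.184 CPM per library. In male M+Z+ embryos Ddx3y stood at 102 ± 4.54 CPM (n = 4), Eif2s3y at 69.4 ± 7.63, Kdm5d at 42.6 ± 3.15 and Uty at 35.8 ± 2.68 CPM. No female had a read on any Y gene (a sum of 0).

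The comparison of M-Z- with M+Z+ embryos asked what the loss of both maternal and zygotic Zfp57 changed in expression. In females, edgeR called 95 of 16871 tested genes, 48 higher and 47 lower in M-Z-, and 504 at an unadjusted p. In males it called 65 of 16664, with 44 higher and 21 lower, and 832 at an unadjusted p. DESeq2's Wald test called 148 in females and 184 in males. Without a minimum change the female count was 212, and with only those M+Z+ embryos numbered 4 and above the male count was 3. Single embryos weighed on the counts. Without female M-Z- replicate 2 the female count was 55. Without male M+Z+ replicate 1 or 2 the male count was 41, without male M+Z+ replicate 4 it was 144, and without male M-Z- replicate 3 it was 899.

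Among imprinted genes, 36 of 115 tested were called in females (26 higher, 10 lower) and 31 of 116 in males (25 higher, 6 lower). Adjusted over the list alone, 43 were called in females and 45 in males. All 31 genes called in males were called in females. The counts lay between 32 and 38 in females and between 28 and 45 in males when each embryo was left out in turn. Outside the list, 59 genes were called in females and 34 in males, and 20 of them, Zfp57 included, were called in both.

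Of the list, the largest falls were in the Dlk1-Dio3 and Peg3 regions. Rtl1 (chromosome 12, 110827403 to 110838540) fell from 13.2 ± 3.30 CPM (SD, n = 6) to 0.522 ± 0.401 CPM (n = 4) in females, a log2 change of -4.62 ± 0.312 (SE, adjusted p 6.94e-08). In males it fell from 13.3 ± 2.27 CPM (n = 4) to 1.01 ± 0.389 CPM (n = 3), a log2 change of -3.67 ± 0.246 (adjusted p 7.90e-06). Zim1 (chromosome 7, 6628154 to 6649143) fell from 112 ± 12.9 to 7.99 ± 7.39 CPM in females, a log2 change of -3.82 ± 0.360 (SE, adjusted p 3.34e-06), and from 100.2 ± 21.6 to 6.85 ± 3.50 CPM in males, a log2 change of -3.84 ± 0.253 (adjusted p 7.90e-06). Dlk1 (chromosome 12, 110691033 to 110701546) changed by -2.46 ± 0.115 in females (adjusted p 1.26e-09) and by -2.43 ± 0.155 in males (adjusted p 7.90e-06), to 119 ± 11.8 and 127 ± 34.7 CPM. For these 3 genes no M-Z- embryo of either sex reached the lowest M+Z+ embryo of its sex.

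Among the rises, Plagl1 (chromosome 10, 12810638 to 12851501) went from 601 ± 53.7 CPM (SD, n = 6) to 1201 ± 70.9 CPM (n = 4) in females, a log2 change of 1.00 ± 0.0604 (SE, adjusted p 2.12e-08). In males it went from 592 ± 62.9 to 1234 ± 151 CPM, a log2 change of 1.10 ± 0.0967 (adjusted p 5.25e-05). Meg3 (chromosome 12, 110779206 to 110809939) rose by 1.05 ± 0.0989 in females (adjusted p 3.34e-06) and by 1.36 ± 0.196 in males (adjusted p 0.00514). Ndn (chromosome 7, 69493163 to 69494813) rose by 0.90 ± 0.0759 in females (adjusted p 9.2e-07) and by 1.06 ± 0.0921 in males (adjusted p 4.69e-05). For these 3 genes every M-Z- embryo lay above every M+Z+ embryo of its sex.

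The 5 list genes called in females and not in males were Igf2r, Klf14, Rasgrf1, Dio3os and Snord64. Igf2r (chromosome 17, 12875272 to 12962572) changed by -0.61 ± 0.0769 (SE) in females (adjusted p 0.000198, each of the 4 M-Z- embryos below each of the 6 M+Z+ embryos) and by -0.31 ± 0.0944 in males (adjusted p 0.157, each of the 3 below each of the 4). The difference between the sexes was 0.29 on the log2 scale with an adjusted p of 0.754, so it was not shown. For Klf14, Rasgrf1, Dio3os and Snord64 the interaction had adjusted p-values of 0.847, 0.823, 0.941 and 0.801 in edgeR. Rasgrf1 stood at 0.285 ± 0.133 CPM (SD, n = 4) in M-Z- and 0.937 ± 0.148 CPM (n = 6) in M+Z+ females. Dio3os stood at 0.565 ± 0.113 and 1.37 ± 0.318 CPM. These levels are low, since a count of 0 allowed up to 0.171 CPM in M-Z- females. Calls of Klf14, Rasgrf1, Dio3os and Snord64 turned on single embryos. Without male M-Z- replicate 3, Klf14 (-2.38, adjusted p 0.000477), Rasgrf1 (-1.69, adjusted p 0.0365) and Dio3os (-1.47, adjusted p 0.0313) were called in males. In females, without M-Z- replicate 2, Rasgrf1 (-1.50, adjusted p 0.0616) and Snord64 (1.10, adjusted p 0.0589) were not called, and Dio3os lost its call without M+Z+ replicate 1, 2 or 6 or without any of the 4 M-Z- embryos (log2 change -1.13 to -1.33, adjusted p 0.0554 to 0.12).

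**Figure D1:**
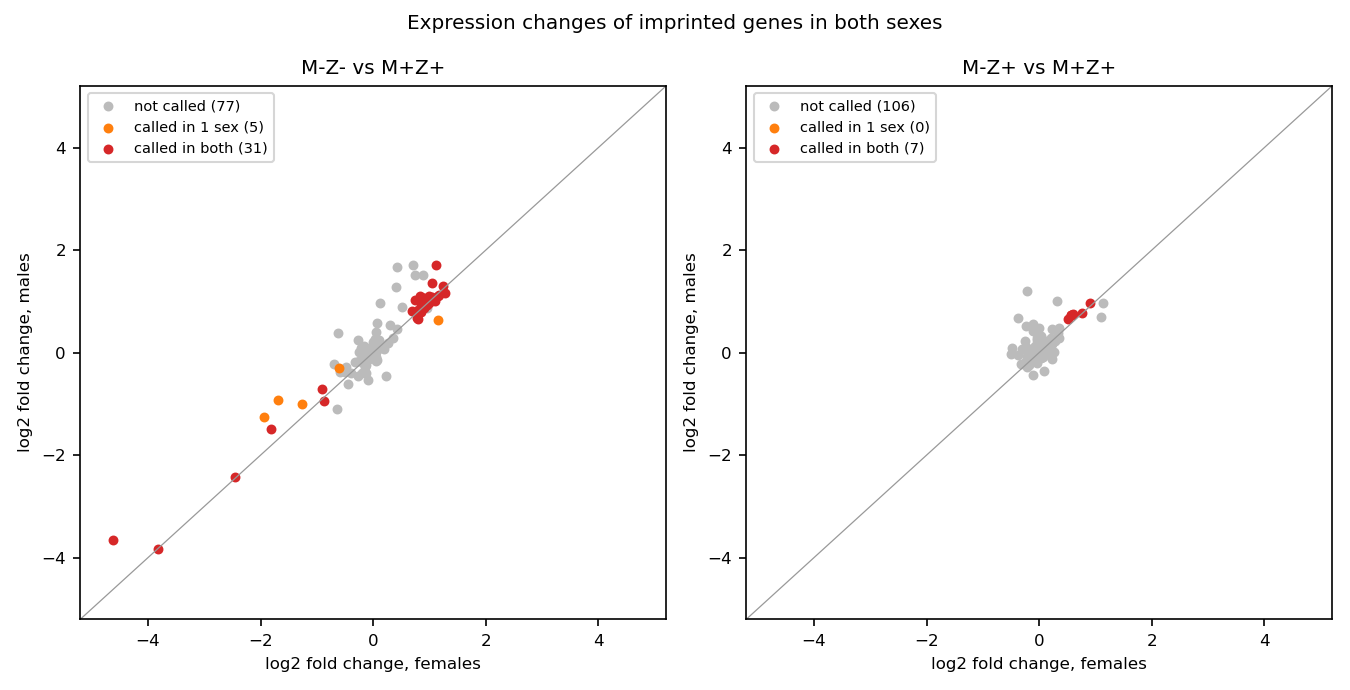
Log2 fold changes of imprinted genes in males (vertical axis) against females (horizontal axis), for M-Z- (left) and M-Z+ (right) against M+Z+ embryos; each point is a gene, the diagonal marks equal changes, and colours mark in how many sexes a gene was called. In M-Z- embryos 31 genes were called in both sexes and 5 in females alone, and in M-Z+ embryos 7 genes were called in both.

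Outside the list, the genes with the largest rise in M-Z- females were A230057D06Rik, at 2.57 ± 0.221 on the log2 scale (SE, adjusted p 1.11e-06), A330076H08Rik at 1.61 ± 0.242 (adjusted p 0.00146) and Car9 at 1.53 ± 0.35 (adjusted p 0.0385). A230057D06Rik (chromosome 7, 68850736 to 69072460) and A330076H08Rik (69088781 to 69127241) lie between Snrpn and Ndn. The largest female falls were Mtarc1 (chromosome 1) at -3.0 ± 0.420 (adjusted p 0.000636), Aldh8a1 (chromosome 10) at -2.88 ± 0.485 (adjusted p 0.00485) and Hpd (chromosome 5) at -2.61 ± 0.372 (adjusted p 0.000763). By the rule for naming genes, the embryos of the compared groups did not overlap for any of these. In M-Z- females Mtarc1 stood at 0.361 ± 0.170 CPM (SD, n = 4), Aldh8a1 at 0.357 ± 0.158 CPM and Hpd at 0.473 ± 0.146 CPM, near the limit of detection, against 2.95 ± 1.24, 2.72 ± 1.55 and 2.96 ± 1.12 CPM in M+Z+ females (n = 6). Car9 lost its call without M+Z+ replicate 1 or 5 or without any of the 4 M-Z- embryos, at changes of 1.33 to 1.66 and adjusted p-values of 0.0616 to 0.111.

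In males the largest rises outside the list were Hsd3b6 (chromosome 3) at 3.15 ± 0.609 (SE, adjusted p 0.0447), A230057D06Rik at 3.05 ± 0.363 (adjusted p 0.000841) and Car9 (chromosome 4) at 2.53 ± 0.486 (adjusted p 0.0435). The largest falls were Aldh8a1 at -2.99 ± 0.440 (adjusted p 0.00591), Mtarc1 at -2.74 ± 0.397 (adjusted p 0.00534) and Hpd at -2.66 ± 0.403 (adjusted p 0.00737). The groups did not overlap for any of them. Hsd3b6 rested on male M-Z- replicate 2, without which its change was 1.77 (adjusted p 0.0765), and its M-Z- values were 103 ± 108 CPM (SD, n = 3). Car9 changed by 1.65 without the same embryo (adjusted p 0.11). Without any 1 of the 4 M+Z+ males the adjusted p was 0.0664 to 0.153 for Hsd3b6, at changes of 2.90 to 3.33, and 0.0624 to 0.157 for Car9, at changes of 2.38 to 2.71. With only the 2 compared groups in the fit neither gene was called (adjusted p 0.171 and 0.153).

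The comparison of M-Z+ with M+Z+ embryos asked what maternal Zfp57 alone contributed. In females 10 genes were called, all higher in M-Z+, with 197 at an unadjusted p; in males 8 were called, all higher, with 269 at an unadjusted p. Of the list, 7 genes were called in each sex, and they were the same 7, namely Magel2, Mkrn3, Ndn, Peg12, Snhg14, Snrpn and Snurf. Adjusted over the list alone, 9 were called in females and 7 in males. All lie on chromosome 7 between 66528107 and 69609396, and Snrpn, Snurf and Snhg14 overlap and share reads. Each of the 7 was also called in M-Z- embryos of both sexes. These comparisons shared their M+Z+ embryos, and in 20 simulations without any true change the shared controls gave at most 0 shared calls. The simulated embryos varied independently. Shared calls from a difference among the M+Z+ embryos, such as that of replicates 1 to 3 described below, were thus not covered. The calls outside the list were A230057D06Rik in both sexes (2.30 ± 0.240 in females, SE, adjusted p 0.000204; 2.52 ± 0.370 in males, adjusted p 0.0253), and in females Scd1 (0.69 ± 0.105, adjusted p 0.013) and Gm10499, the last chosen after its values were seen. Neither A230057D06Rik nor Scd1 showed any overlap between the groups.

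Ndn in M-Z+ embryos stood at 319 ± 62.5 CPM (SD, n = 3) in females and 353 ± 19 CPM (n = 3) in males, against 222 ± 12.3 (n = 6) and 220 ± 8.27 CPM (n = 4) in M+Z+ embryos. The log2 change was 0.51 ± 0.0830 (SE, adjusted p 0.0188) and 0.66 ± 0.0922 (adjusted p 0.0195). Snrpn changed by 0.57 ± 0.0871 in females (adjusted p 0.013) and by 0.74 ± 0.0909 in males (adjusted p 0.00854), and Magel2 by 0.90 ± 0.0902 (adjusted p 0.000204) and 0.96 ± 0.114 (adjusted p 0.00854). For each of these every M-Z+ embryo lay above every M+Z+ embryo of its sex. Single embryos decided how many genes passed. Without female M-Z+ replicate 1, 2 list genes were called (5 of all genes), Ndn was at 0.34 (adjusted p 0.0968) and Snrpn at 0.38. With only the 2 compared groups in the fit the female counts were 2 and 3. Without female M+Z+ replicate 5 the counts were 4 and 6, and without female M+Z+ replicate 6 they were 3 and 5. In males no gene was called by edgeR without M+Z+ replicate 1 or 2 or without M-Z+ replicate 2 or 3 (0 each); 4 list genes were called without M+Z+ replicate 3 and 3 without M-Z+ replicate 1. Without male M+Z+ replicate 4 the count over all genes was 54. Scd1 was not called without female M-Z+ replicate 3 (0.53, adjusted p 0.117) or with only the 2 compared groups (adjusted p 0.0629), and A230057D06Rik was called in males only when the embryo left out was M+Z+ replicate 4 (2.26 to 2.66 and adjusted p-values of 0.06 to 0.228 without any other).

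The comparison of M-Z- with M-Z+ embryos asked what zygotic Zfp57 contributed when the mother had provided none. Of the list, 25 genes were called in females (17 higher, 8 lower; 33 adjusted over the list alone) and 19 in males (13 higher, 6 lower; 29 adjusted over the list alone), and all 19 were shared. At an unadjusted p the counts were 34 and 32. Zfp57 itself changed by -1.10 ± 0.157 on the log2 scale in females (SE, adjusted p 0.00149) and by -1.19 ± 0.121 in males (adjusted p 0.000404), with all M-Z- embryos below all M-Z+ embryos.

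Expression in M+Z+ embryos was compared between the sexes, with a size of at least 0.3 required. edgeR called 14 of 17139 genes, 7 higher in females and 7 higher in males, with 214 at an unadjusted p. Higher in females were the X-linked genes Xist, Tsix, Kdm6a, Kdm5c, Eif2s3x, Pbdc1 and 5530601H04Rik. Of these, Kdm6a had a log2 difference of 0.67 ± 0.0506 (SE, adjusted p 4.15e-09), 5530601H04Rik of 0.64 ± 0.0779 (adjusted p 2.95e-05) and Eif2s3x of 0.61 ± 0.0515 (adjusted p 4.21e-08), without overlap between the sexes. Higher in males were Ddx3y, Eif2s3y, Kdm5d and Uty and the autosomal genes Amh, Cyp17a1 and Dppa3. Kdm5c, Pbdc1, Amh, Cyp17a1 and Dppa3 were chosen after their values were seen. From the list 2 genes, Xist and Tsix, were called (3 adjusted over the list alone).

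Whether the genotype effect on expression differed between the sexes was tested as an interaction. edgeR called 0 genes for M-Z- against M+Z+ (1107 at an unadjusted p, lowest adjusted p 0.726) and 0 for M-Z+ against M+Z+ (625 at an unadjusted p, lowest adjusted p 1). DESeq2 called 0 in both. Of the list, 0 were called in either comparison, also when adjusted over the list alone, with 6 and 1 at an unadjusted p. On simulated data with 16983 genes, this test recovered 90.5% of 200 changed genes for M-Z- (99% of 4-fold and 82% of 2-fold changes) and 83% for M-Z+ (93% and 73%). Smaller differences were not simulated, so their absence is not shown.

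P-scores were tested for 50 list genes in females and 46 in males, to ask at which genes the alleles lost their difference. Between M-Z- and M+Z+ embryos, 19 genes were called in females (4 higher, 15 lower in M-Z-) and 15 in males (2 higher, 13 lower). All 15 were among the 19. At an unadjusted p the male count was 21, and by edgeR's allele test it was also 21, the largest change that any alternative made. When each embryo was left out, the counts lay between 16 and 20 in females and between 12 and 15 in males.

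The Plagl1 P-score went from 0.491 ± 0.00377 (SD, n = 6) to -0.0436 ± 0.0013 (n = 4) in females (exact adjusted p 0.0213) and from 0.49 ± 0.00199 (n = 4) to -0.0521 ± 0.0163 (n = 3) in males (exact adjusted p 0.00657). The Meg3 P-score went from -0.495 ± 0.0024 to 0.011 ± 0.00314 in females (exact adjusted p 0.00125) and from -0.498 ± 0.00137 to 0.0287 ± 0.00627 in males (exact adjusted p 0.00657). The Snrpn P-score went from 0.492 ± 0.00721 to -0.0298 ± 0.0186 in females (exact adjusted p 0.00271) and from 0.496 ± 0.00205 to -0.0115 ± 0.0365 in males (exact adjusted p 0.00657). The Impact P-score fell by 0.259 in females and by 0.28 in males and remained above 0, at 0.108 ± 0.0599 (n = 4) and 0.103 ± 0.0408 (n = 3). For these 4 genes no M-Z- embryo overlapped the M+Z+ embryos of its sex, and the exact p of the pair was the smallest that the group sizes allow, 0.00476 in females and 0.0286 in males. In females the Plagl1 and Dlk1 calls were lost without any 1 of the 4 M-Z- embryos (adjusted p 0.0723 to 0.0811 and 0.0579 to 0.0653), at differences of -0.534 to -0.535 and -0.373 to -0.391.

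The 4 genes called in females alone were Dlk1, Phactr2, AF357359 and Peg13. Their male differences were -0.421, 0.203, 0.488 and -0.303, with exact adjusted p-values of 0.0605, 0.0686, 0.0605 and 0.0686, and without male M+Z+ replicate 1 the Dlk1 difference of -0.417 was called (exact adjusted p 0.0146). The exact p of the pair was 0.0286 for each, again the smallest possible, and edgeR's allele test called all 4 in males. That test gave Dlk1 an adjusted p of 2.48e-228 in the fewer males, against 4.89e-24 in females. Its male p-values may thus understate the spread between embryos. Since the exact test recovered 0% of shifts confined to male M-Z- embryos in simulated data, these 4 are not shown to differ between the sexes. Zim1 had more than 10 allele-assigned reads in only 2 M-Z- embryos of each sex and was not tested there; its P-scores were -0.433 (n = 2) in females and -0.404 (n = 2) in males, against -0.482 ± 0.0137 (n = 6) and -0.483 ± 0.0158 (n = 4) in M+Z+ embryos. The Igf2r P-score was -0.5 in all M+Z+ embryos and -0.498 ± 0.0039 (n = 3) in male M-Z- embryos.

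Between M-Z+ and M+Z+ embryos, 8 P-scores were called in females and 9 in males, all lower in M-Z+, with 8 and 11 at an unadjusted p. The 8 were Magel2, Mkrn3, Ndn, Peg12, Snhg14, Snrpn and Snurf on chromosome 7 and Zdbf2 (chromosome 1, 63246932 to 63361149), and Impact (chromosome 18, 13130432 to 13151459) was added in males. Snrpn stood at 0.136 ± 0.15 (SD, n = 3) in female and 0.107 ± 0.0313 (n = 3) in male M-Z+ embryos, between the M+Z+ and the M-Z- means (exact adjusted p 0.00271 and 0.00657). Ndn stood at 0.155 ± 0.125 and 0.0998 ± 0.0254 (exact adjusted p 0.00125 and 0.00657), and Mkrn3 at 0.068 ± 0.156 and 0.12 ± 0.0581 (exact adjusted p 0.00537 and 0.00657). Zdbf2 fell by 0.175 in females and by 0.278 in males (exact adjusted p 0.004 and 0.00913), with 2 of the 3 female and 3 of the 3 male M-Z+ embryos below every M+Z+ embryo, and the exact p of the pair was 0.0357 and 0.0571. For Snrpn, Ndn and Mkrn3 every M-Z+ embryo lay below every M+Z+ embryo of its sex, and the exact p of the pair was the smallest possible, 0.0119 in females and 0.0286 in males.

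Impact fell by 0.145 in male M-Z+ embryos (exact adjusted p 0.00913, exact p of the pair 0.0286, 3 of the 3 below every M+Z+ embryo) and by 0.0205 in female M-Z+ embryos (under the minimum of 0.1, 1 of the 3 below). The male difference was -0.0846 without M-Z+ replicate 2, and the female difference was 0.0006 without M-Z+ replicate 3. The difference of -0.124 between the sexes had an exact adjusted p of 0.904 and an edgeR allele test adjusted p of 0.00841. By the exact test the interaction was thus not called, in a design that recovered 0% of simulated differences of 0.3 among 500 genes.

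In M-Z+ males edgeR's allele test called 3 further genes that the exact test did not call. These were H13, higher in M-Z+ by 0.132 (adjusted p 9.36e-06, 3 of the 3 embryos above every M+Z+ embryo), Nnat, at -0.244 (adjusted p 0.0155, 2 of the 3 below), and Snord64, at -0.568 (adjusted p 2.58e-09, 3 of the 3 below the 3 M+Z+ embryos with a P-score). Their exact adjusted p-values were 0.0686, 0.109 and 0.0605. As at Dlk1 above, the male p-values of edgeR's allele test may understate the spread between embryos, and these 3 calls rest on that test alone.

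**Figure D2:**
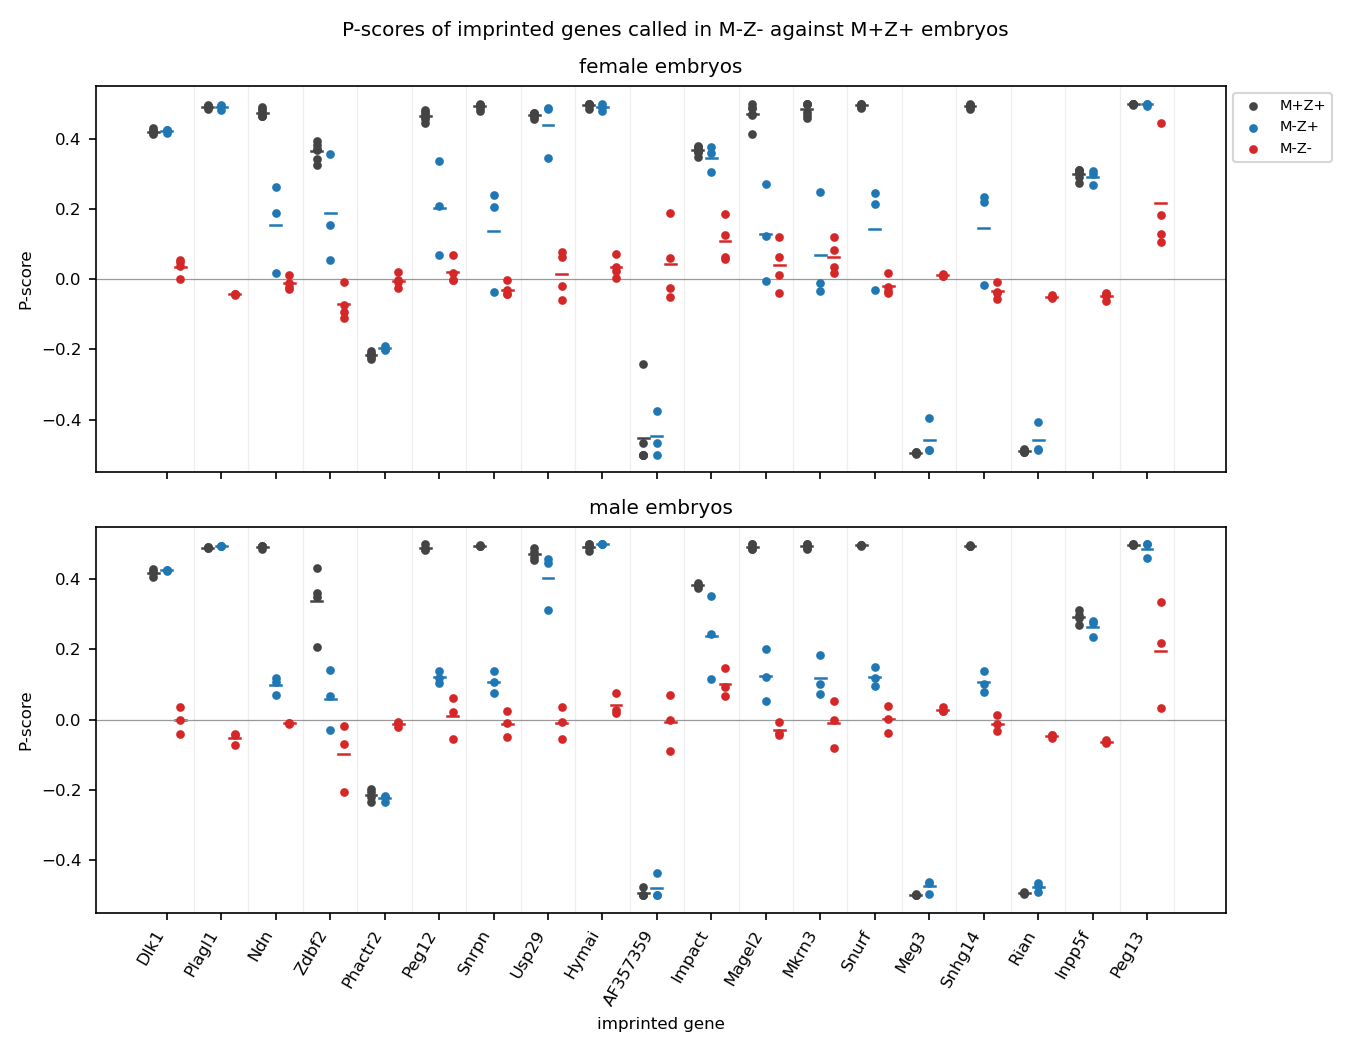
P-scores (vertical axis, paternal share of allele-assigned reads minus 0.5) of the imprinted genes called between M-Z- and M+Z+ embryos in either sex; each point is an embryo, bars are group means, and colours are genotypes. Plagl1 stood near 0.49 in M+Z+ and M-Z+ embryos and near 0 in M-Z- embryos, while the Snrpn mean of M-Z+ embryos lay between those of the other genotypes, with female M-Z+ replicate 1 at -0.0369, among the M-Z- females.

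Between M-Z- and M-Z+ embryos 17 P-scores were called in females (4 higher, 13 lower) and 15 in males (2 higher, 13 lower), and 13 were shared. With a difference of at least 0.2 required, the counts were 11 and 6. In females the exact p of the pair was 0.0857 for Snrpn and Snurf, 0.0571 for Snhg14 and Peg13 and 0.0286, the smallest possible, for the other 13. It cannot fall below 0.1 with 3 against 3 males, where it was 0.2 for Zdbf2 and Impact and 0.1 for the other 13, so the male calls rest on the test over the 3 genotypes.

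Between female and male M+Z+ embryos the exact test called 0 of 51 P-scores; 1 passed at an unadjusted p, and edgeR's allele test called 1. Both times this was Ftx (chromosome X, 100756249 to 100819093), at 0.0821 ± 0.0832 (SD, n = 6) in females and -0.5 ± 0 (n = 4) in males (exact p 0.00476, adjusted 0.243). The exact p of Ftx is the smallest that 6 against 4 embryos allow, so a gene at that limit alone could not be called after adjustment. Jpx was not tested, since only 1 male M+Z+ embryo had more than 10 allele-assigned reads over it. For the sex by genotype interaction of P-scores, the exact test called 1 of 45 genes for M-Z- (2 at an unadjusted p), which was Meg3 with a difference of 0.0209 (exact adjusted p 0.0306). Its P-score rose by 0.506 in females and by 0.527 in males, and edgeR's allele test gave an adjusted p of 0.387. That test called Ndn instead (-0.0159, adjusted p 0.00151). The Meg3 call was lost when any of the 7 M-Z- embryos, any of the 4 unnumbered female M+Z+ embryos or male M+Z+ replicate 1 or 2 was left out (differences of 0.0173 to 0.0232, adjusted p 0.051 to 0.118). For M-Z+ the exact test called 0 of 49 (0 at an unadjusted p), and 2 without female M-Z+ replicate 1, and edgeR's allele test called 3, which were Ndn, Impact and Peg12.

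Autosomal genes inside and outside the list were then tested for an allelic shift with edgeR. For M-Z- against M+Z+, 26 of 6468 genes were called in females (6 toward the paternal, 20 toward the maternal allele) and 163 of 6423 in males (7 and 156). Of these, 19 in each sex were on the list. Without the list the female count was 6, and without chromosome 17 the male count was 25. At an unadjusted p the counts were 170 and 292. For M-Z+ against M+Z+, 12 were called in females (7 on the list, 174 at an unadjusted p) and 11 in males (8 on the list, 122 at an unadjusted p).

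The largest shifts outside the list in M-Z- females were A330076H08Rik (-0.705, adjusted p 8.76e-07), A230057D06Rik (-0.679, adjusted p 2.7e-07), Gm32061 (-0.544, adjusted p 3.52e-05), Zscan22 (0.51, adjusted p 0.00635) and Mir770 (0.467, adjusted p 0.000593). Mir770 lies within Meg3. Gm32061 overlaps Ndn on the opposite strand and Mkrn3, also of the list, on its own strand, so its reads may not be separate from those of Mkrn3. The P-score of Zscan22 (chromosome 7, 13483158 to 13494432) was 0.5 ± 0 (SD, n = 4) in M-Z- against -0.00986 ± 0.134 (n = 6) in M+Z+ females. In M-Z- males they were A230057D06Rik (-0.787, adjusted p 1.51e-07), A330076H08Rik (-0.695, adjusted p 4.84e-09) and 3 genes on chromosome 17, Ppp1r10 (-0.669, adjusted p 2.04e-05), H2-Ab1 (-0.645, adjusted p 2.17e-06) and Trem2 (-0.617, adjusted p 0.0012). In M-Z+ females they were A230057D06Rik (-0.607, adjusted p 6.96e-06), Gm32061 (-0.59, adjusted p 0.000179), A330076H08Rik (-0.479, adjusted p 0.000196), A230006K03Rik (-0.336, adjusted p 0.00547) and Gm8801 on chromosome 17 (0.268, adjusted p 0.00323). In M-Z+ males they were A230057D06Rik (-0.677, adjusted p 1.89e-05), A330076H08Rik (-0.588, adjusted p 3.46e-07) and A230006K03Rik (-0.396, adjusted p 0.0118), the last of which was not called without M+Z+ replicate 3 (-0.396, adjusted p 0.072) or M-Z+ replicate 2 (-0.334, adjusted p 0.052).

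The genes around Zfp57 were examined because a chromosome segment of the 129 strain can travel with a mutant allele through backcrossing. In M-Z- embryos the P-scores of a run of 89 genes on chromosome 17 (33661030 to 37211250, 3.55 Mb, with Zfp57 inside) had a median of -0.5, with 85.4% to 87.6% of the genes below -0.35 in each embryo. In female M-Z- replicate 2 it was broken into pieces of 58 and 24 genes. In the 3 male M-Z- embryos the run extended to at most 48608009 (145 genes, 14.9 Mb). The same run was at -0.5 in 4 of the 6 female M+Z+ embryos, in 0 of the 3 female and 0 of the 3 male M-Z+ embryos, and in 0 of the 4 male M+Z+ embryos. Those 4 females held the 4 allelic columns without a replicate number. Male M-Z+ replicate 1 had a separate run at -0.5 from 44215751 to 48608009 (49 genes). Gabbr1, the nearest gene to Zfp57 with a P-score (35237 bp away), stood at -0.5 ± 0 (SD) in the 4 female and the 3 male M-Z- embryos, at -0.323 ± 0.274 (n = 6) in female M+Z+ embryos and at -0.0041 ± 0.0175 (n = 4) in male M+Z+ embryos. Trim10, Trim26, Trim39 and Rpp21, the other genes nearest Zfp57, stood between -0.499 and -0.5 in the male M-Z- mean.

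Outside the list, 136 of the 355 tested genes of chromosome 17 were called for an allelic shift in M-Z- males, against 8 of 6021 on the other autosomes (38.3% against 0.133%), where neighbouring genes are not independent. In M-Z+ males 0 of 355 were called by edgeR, with 8 in the longer interval at an unadjusted p. In M-Z- females, whose M+Z+ controls mostly had the same run, 0 of 357 were called by edgeR. In the longer interval 55 passed at an unadjusted p. In M-Z+ females, which lacked the run of most of these controls, 1 of 357 was called (Gm8801). There 64 in the longer interval passed at an unadjusted p. Expression calls in the interval numbered 5 of 249 in M-Z- males against 27 of 16284 elsewhere (Fisher's exact test, two-sided p 0.000107). In M-Z- females they numbered 2 of 248 against 55 of 16491 (p 0.207), and in M-Z+ females 1 of 248 (Gm10499) against 2 of 16491 (p 0.0438). In M-Z+ males they numbered 0 of 249 against 1 of 16284. The 5 calls in M-Z- males included the mutated gene Zfp57 itself, and H2-D1 and H2-L, which share reads. Those calls are not independent, so the p of the M-Z- males overstates the enrichment.

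**Figure D3:**
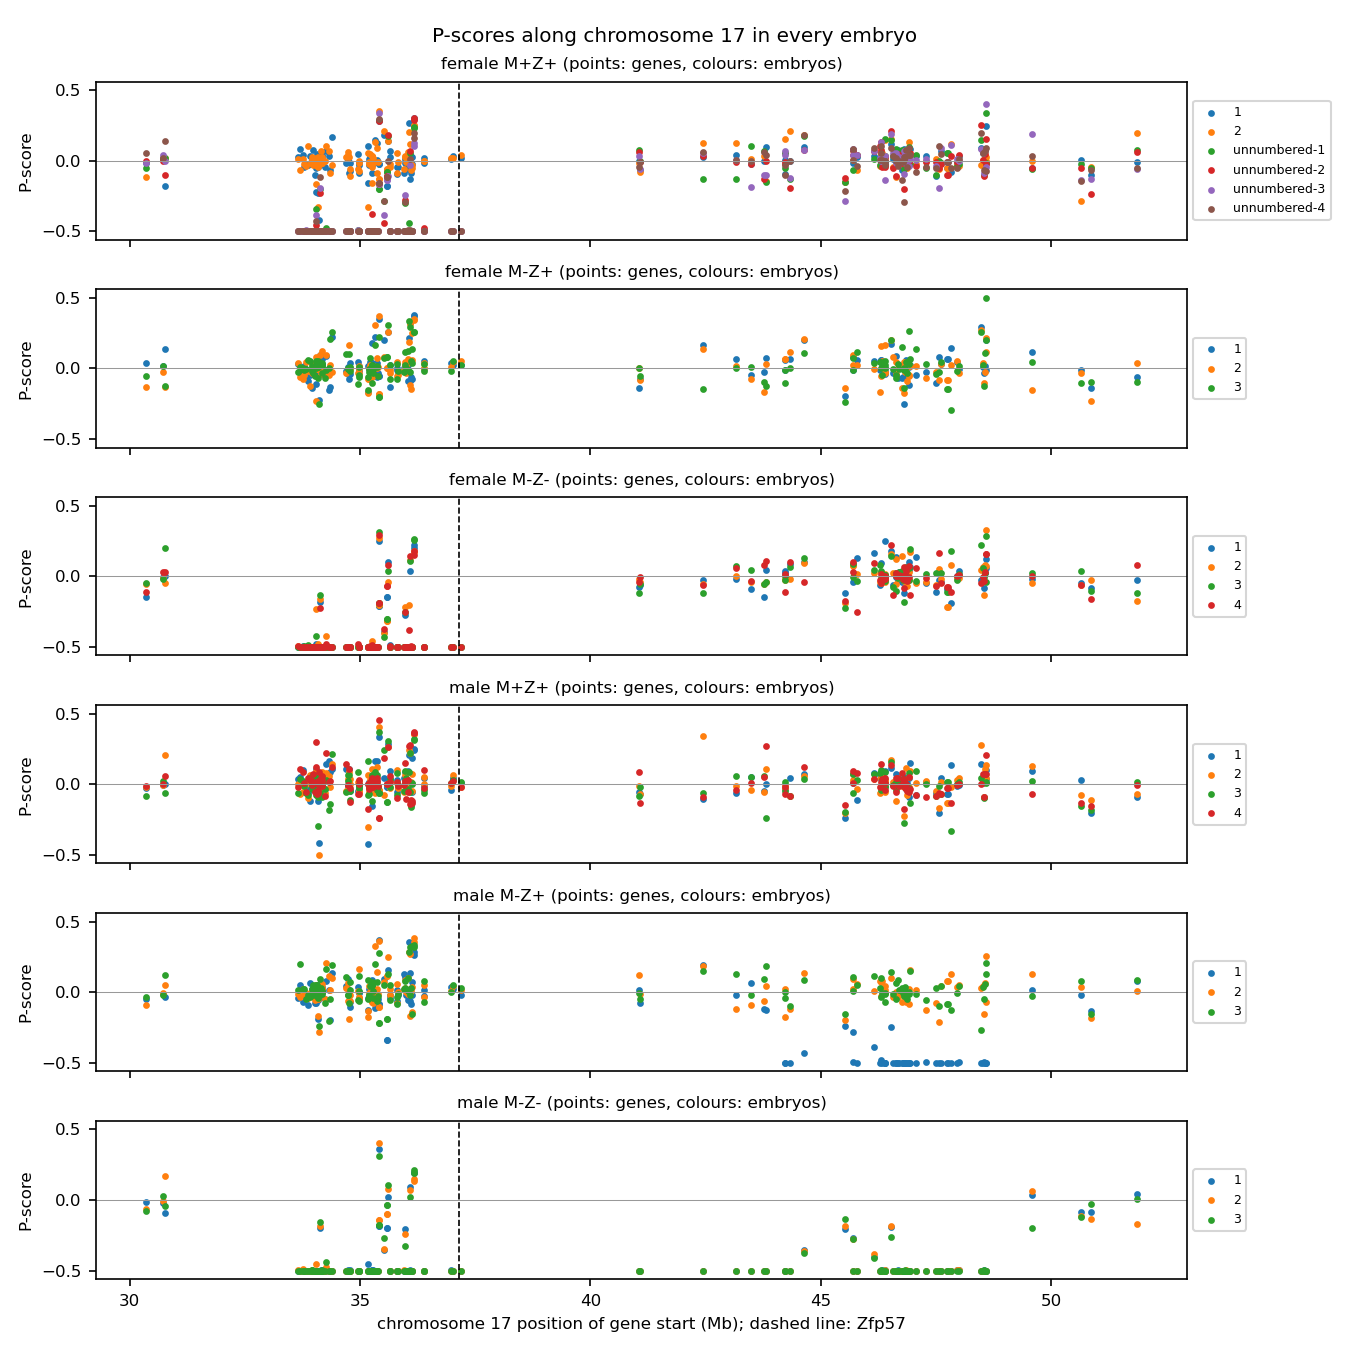
P-scores (vertical axis) of genes along chromosome 17 (horizontal axis, gene start in Mb) in each embryo, with a panel per group; points are genes, colours are embryos, and the dashed line marks Zfp57. Runs of genes at -0.5 stand in all M-Z- embryos, in 4 of the 6 female M+Z+ embryos and, farther along, in male M-Z+ replicate 1.

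The embryos were examined for batches, since the labels give none. In both sexes the M+Z+ embryos numbered 1 to 3 stood apart from the others in 6 ribosomal protein pseudogenes. Their mean log2(CPM + 1) was 3.77 in 3 females against 3.19 in the other 10 and 3.64 in 3 males against 3.38 in the other 7, without overlap. The split and the genes were chosen because they were seen in the data, so no p is given. On 100 genes chosen in females alone, the male score differed by 0.443 (exact permutation p 0.133, two-sided, 3 against 7 embryos). All 3 embryos of each sex are of a single genotype, so the comparisons were recomputed against the M+Z+ embryos numbered 4 and above. In females, where 3 such embryos remained, 36 of the 36 called list genes kept their direction with a change of at least 0.5, and 32 were called in both fits. Of the 59 female calls outside the list, 54 kept direction and size, and 25 were called in both. In males 1 such embryo remained, assumed to vary like the others. All 31 list genes and 29 of the 34 other genes kept direction and size, and 3 and 0 of them were called in edgeR's fit. In the M-Z+ comparisons, all 7 list genes of each sex kept direction and size, and 6 were called in females and 0 in males.

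**Figure D4:**
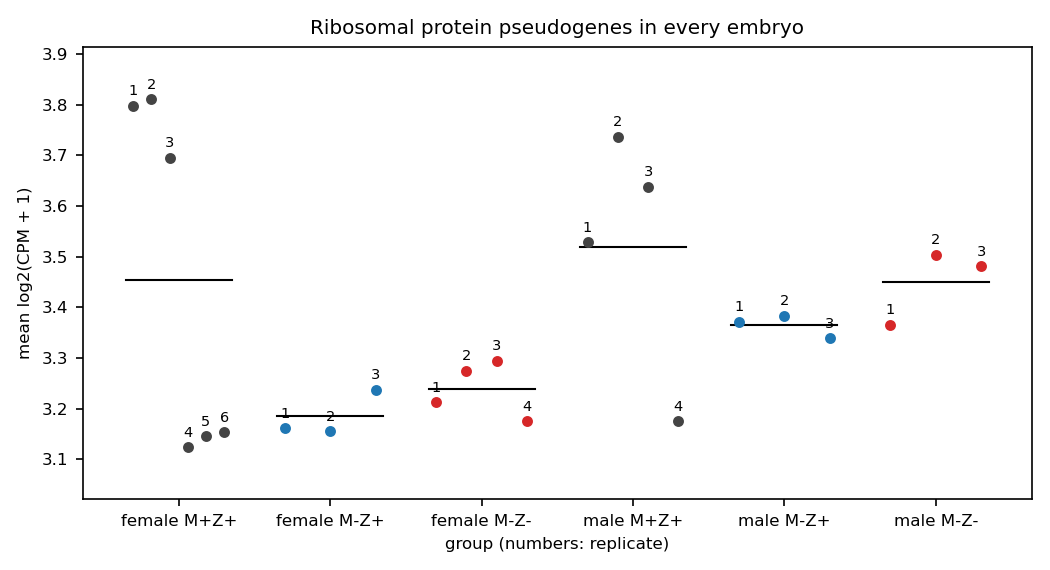
Mean log2(CPM + 1) of 6 ribosomal protein pseudogenes (vertical axis) in each embryo, by group (horizontal axis); points are embryos labelled with their replicate number and bars are group means. M+Z+ embryos 1 to 3 stand above all other embryos of their sex, with 3.53 as the lowest such male and 3.5 as the highest other male.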

Values the study reported

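The study reported P-scores for 48 imprinted genes with an exonic SNP and expression for 105 imprinted genes. Between M+Z+ females and males, it reported differences in P-score and expression for Jpx and Ftx alone. Against M+Z+ embryos of the same sex, it reported P-score changes of 21 genes (females) and 20 genes (males) with M-Z- and of 7 and 11 genes with M-Z+. For expression, the numbers it reported with M-Z- were 39 genes (females) and 44 genes (males), and with M-Z+ 8 and 9 genes. Igf2r was reported as decreased with M-Z- in females alone, with p = 0.011 in males below its threshold of change, and for Peg3os in females with M-Z+ a log2 fold change of 0.311 (p = 0.234).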

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

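The tests of library size, of the most abundant gene and of Rian in this part were chosen after the result was seen, as was the comparison with male M+Z+ replicate 4 alone. In groups of 4 to 10 embryos, a value was singled out when its gap to the nearest other value was a large share of the group's range by Dixon's criterion, which chance alone meets in about 1 in 20 groups. Of 136 groups of values tested, 13 held such an embryo (9.56%), and chance alone would single out an embryo in about 1 in 20 of these groups.

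Female M+Z+ replicate 1 stood far from the other female M+Z+ embryos in Zfp57, at 99.1 CPM against 52.7 to 68.4. The library size does not account for it, since its total count of 17.9 M lay within the 16.3 to 19.2 M of the others. M+Z+ replicates 2 and 3, which shared its pseudogene level, stood at 53.7 and 52.7 CPM. The labels do not tell wild-type from heterozygous M+Z+ embryos, so a genotype difference at Zfp57 within the group stays open as a biological explanation. None was tested.

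Male M+Z+ replicate 1 had the highest total count, 24.1 M against 16.3 to 17.3 M in the other male M+Z+ embryos, and the most allele-assigned reads, 3.94 M against 2.71 to 2.91 M. A few abundant genes were not the source, since its most abundant gene took 0.846% of the counts, between the 0.754% and 0.961% of the other male M+Z+ embryos. A deeper library stays open, and depth was scaled out in every fit.

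In Peg3os, male M+Z+ replicate 4 stood at 5.13 CPM against 1.28 to 1.87 in replicates 1 to 3. It is also the only male M+Z+ embryo outside the set of replicates 1 to 3, so the difference between library batches weighed under the other observations may contribute. Against replicate 4 alone the male M-Z+ change was -0.0047 in place of 1.01, and without replicate 4 it was 1.60 and called (adjusted p 0.00853).

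Further embryos stood far from their group in single genes. They were female M+Z+ replicate 2 in the AF357359 P-score (-0.241, the others -0.467 to -0.5), an unnumbered female M+Z+ embryo in Gm32061 (0.47, the others 0.5), another in Peg13 (0.497, the others 0.5), female M-Z- replicate 1 in Plagl1 (-0.0456, the others -0.0432 to -0.0428), and male M+Z+ replicate 3 in A330076H08Rik (0.429, the others 0.5), AF357359 (-0.475, the others -0.5) and Ndn (0.485, the others 0.494 to 0.496). In expression they were female M-Z- replicate 3 in A330076H08Rik (6.97 CPM, the others 9.1 to 9.5) and female M-Z- replicate 1 in Kdm6a (94.1 CPM, the others 85 to 85.4). Where the other embryos all sat at the end of the scale, any read of the second allele singles an embryo out. No technical or biological explanation was tested for these.

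The Meg3 P-score changed by 0.0209 more in males than in females between the M+Z+ and the M-Z- genotype, and the exact interaction test called it (adjusted p 0.0306). A sex difference in imprinting of the Dlk1 region might be expected to show in Rian as well, where the difference was 0.00721 (exact p 0.0857), in the same direction and not called, so the tables do not decide. edgeR's allele test gave Meg3 an adjusted p of 0.387, centring on the autosomal median gave 0.0857, and the call was lost without any of 13 embryos among 17 (any M-Z- embryo, any unnumbered one of the M+Z+ females, and M+Z+ replicates 1 and 2 among the males), at differences of 0.0173 to 0.0232. Of 100 splits of the embryos, 5 gave at least 1 called gene, so chance was not excluded.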

How the results depend on the processing

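The alternatives were planned except the fit with only those M+Z+ embryos numbered 4 and above, which was chosen after seeing the data. Apart from leaving out embryos, the counts of called genes were within 1.5 times their reported value in 154 cases and beyond it in 41. Leaving out an embryo gave 249 and 38. For named genes, 573 of the values under other settings kept direction and call, 38 lost the call, 16 gained it and 3 changed sign, and with an embryo left out 807, 76, 5 and 1 did so. DESeq2 size factors, more than 30 reads, list genes above 1 TPM and a mean of at least 50 reads moved no count beyond 1.5 times. Unless a reason is given, the cause was not tested.

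With DESeq2's Wald test 148 genes were called in M-Z- females, 184 in M-Z- males and 13 in M-Z+ males. Without the low-count filter 99 were called in M-Z- males, and without a minimum change 212 in M-Z- females. With only the 2 compared groups in the fit, 40 were called in M-Z- males and 3 in M-Z+ females, 2 of them on the list. Without adjustment, which by construction calls more, the counts for all genes were 504 (M-Z- females), 832 (M-Z- males), 197 (M-Z+ females), 269 (M-Z+ males), 214 (sexes), 1107 and 625 (interactions for M-Z- and M-Z+). Those for the list were 51 (M-Z- males), 11 (M-Z+ males), 32 (M-Z- against M-Z+ males), 4 (sexes), 6 and 1 (interactions), and for P-scores they were 1 (sexes) and 2 (interaction for M-Z-).

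With only those M+Z+ embryos numbered 4 and above, 3 genes were called in M-Z- males, 3 of the list, and 0 in M-Z+ males, 0 of the list, by edgeR against 269 and 11 at an unadjusted p with all embryos and 13 by DESeq2; a single male M+Z+ embryo remained, assumed to vary like the other groups. Under the same setting the change of Zfp57 in M-Z+ males was 0.059 (reported -0.14), and Peg3os in M-Z+ embryos changed by -0.0001 in females (reported 0.31) and by -0.0047 in males (reported 1.01). None of these was called either way, but without male M+Z+ replicate 4 Peg3os rose by 1.60 in M-Z+ males and was called (adjusted p 0.00853).

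With the replicate number as a replicate block, 52 genes were called in M-Z- females, 128 in M-Z- males, 4 in M-Z+ females (1 of the list) and 41 in M-Z+ males. The numbers were checked as a paired label. Over 19 pairs of embryos within a sex the correlation of their deviations was -0.46 to 0.58, with 6 over 0.1. For male M-Z- against M+Z+ the correlations were 0.28, 0.11 and 0.58 (replicates 1, 2 and 3), so a pairing was not excluded there. Every other comparison within a sex held negative correlations, so the numbers do not pair those embryos. A call lost under the block is no sign of a weaker effect in those comparisons.

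For P-scores, requiring a difference of 0.2 gave 11 calls for M-Z- against M-Z+ in females and 6 in males. edgeR's allele test called 1 between the sexes and 3 for the interaction of M-Z+, and centring on the autosomal median called 0 for the interaction of M-Z- (2 at an unadjusted p, 1 by edgeR's allele test). For allelic shifts, leaving out the list, which by construction removes its genes, gave 6 in M-Z- females, 5 in M-Z+ females and 3 in M-Z+ males, and leaving out chromosome 17 gave 25 in M-Z- males.

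Leaving out each embryo in turn, the count over all genes ranged from 55 to 116 in M-Z- females, lowest without M-Z- replicate 2, and from 41 to 899 in M-Z- males, lowest without M+Z+ replicate 1 or 2, at 144 without M+Z+ replicate 4 and highest without M-Z- replicate 3. It ranged from 5 to 12 in M-Z+ females, with 6 without M+Z+ replicate 5 and 5 without M+Z+ replicate 6 or M-Z+ replicate 1. In M-Z+ males it ranged from 0 to 54, with 0 without M+Z+ replicate 1 or 2 or M-Z+ replicate 2 or 3, 4 without M+Z+ replicate 3, 3 without M-Z+ replicate 1 and 54 without M+Z+ replicate 4. On the list it ranged from 2 to 7 in M-Z+ females (4 without M+Z+ replicate 5, 3 without M+Z+ replicate 6, 2 without M-Z+ replicate 1) and from 0 to 9 in M-Z+ males (4 without M+Z+ replicate 3, 3 without M-Z+ replicate 1, 0 without the same 4 embryos as above). P-score calls of the interaction ranged from 0 to 1 for M-Z- and from 0 to 2 for M-Z+ (2 without female M-Z+ replicate 1). The female M-Z+ difference of the Impact P-score (-0.0205) ranged from -0.035 without M-Z+ replicate 1 to 0.0006 without M-Z+ replicate 3. The counts of called list genes in M-Z- embryos stayed at 32 to 38 in females and 28 to 45 in males, and of called P-scores at 16 to 20 and 12 to 15.

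For a P-score test a gene needed more than 10 allele-assigned reads in at least 3 embryos of each genotype. Of the 134 list genes in the tables, 50 met this in females and 46 in males. The study stated that many imprinted genes lack an exonic SNP. Whether depth or a lack of strain variants kept each of the others out was not tested. For expression, a count of 0 allowed up to 0.171 to 0.198 CPM.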

Other observations

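The tests on the 4 female M+Z+ embryos, on the expression calls near Zfp57, on library batches and library size, on the liver as the cause of 3 falls, and all comparisons with only those M+Z+ embryos numbered 4 and above were chosen after the result was seen, while the splits of the embryos were run for every comparison whatever its result.

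A run of genes around Zfp57 with a median P-score of -0.5 was present in all 7 M-Z- embryos. A 129 segment that the backcrossed fathers carried with the mutant allele would raise the share of allelic shifts on chromosome 17 far above that on other chromosomes in M-Z- embryos. In M-Z- males 38.3% of its tested genes outside the list were called, against 0.133% on the other autosomes and 0 of 355 in M-Z+ males by edgeR (8 at an unadjusted p in the longer interval seen in M-Z- males). In M-Z- females 0 of 357 were called (55 at an unadjusted p in that longer interval), against M+Z+ females of which 4 had the run too. In M-Z+ females, which lacked the run, 1 of 357 was called against the same controls (64 at an unadjusted p in that interval). A linked segment thus stays open. The test of M-Z- males adds little to the run, because its calls lay in the interval drawn from the run (136 of 150 tested genes there). Allelic shifts there may follow from strain and not from imprinting. The same run in 4 of the 6 female M+Z+ embryos is open to several readings. A swap with M-Z- embryos is argued against, since the lowest Plagl1 P-score of a female M+Z+ embryo was 0.484, against -0.0456 to -0.0428 in M-Z- females, and 0 of 114 P-scores of called genes in M+Z+ females were nearer the M-Z- mean. A paternal chromosome with the mutant Zfp57 allele in these 4 embryos, as heterozygotes, cannot be told apart from a 129 segment without it, because Zfp57 had 0 allele-assigned reads. The sample titles write Zfp57-/+ for all M+Z+ embryos, which bears on this, but 2 of the 6 female and all 4 male M+Z+ embryos did not have the run. The genotype of the father's allele stays open, and with it a biological difference among the female M+Z+ embryos, which was not tested.

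In M-Z- males 5 genes of the interval were called in expression, Zfp57 among them. If 129 alleles in place of DBA alleles were the source for the others, M+Z+ males would show an unequal use of the alleles in the direction of the call. The mean P-score in the 4 M+Z+ males was 0.0838 ± 0.0483 (SD) for Polh, which was lower in M-Z- (-0.51), -0.5 for AA388235 and -0.0993 ± 0.0957 for H2-D1 and H2-L, which were higher (0.86, 0.92 and 0.87), in 4 of the 4 embryos each. H2-D1 and H2-L overlap and share their reads. If both alleles were used like the 129 allele of M+Z+ males, the log2 change would be -0.26 for Polh, 1.0 for AA388235 and 0.26 for H2-D1 and H2-L. The direction was thus that of the strain alleles, but for 3 of the 4 the size fell short. Strain alleles and the loss of Zfp57 cannot be told apart for these calls, since all M-Z- males had the run and none of the M+Z+ males did. These genes were chosen after their values were seen.

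M+Z+ replicates 1 to 3 of both sexes stood above all other embryos of their sex in 6 ribosomal protein pseudogenes. A difference in library size is argued against, since their mean total count differed by -1.45 M from the other females and by 2.98 M from the other males. A difference between library batches may be the source. Its test on 100 genes chosen in females gave an exact two-sided p of 0.133 in males, where 3 embryos were set against 7, so it was not settled. Genotype does not account for the split, since the female M+Z+ embryos numbered 4 to 6 (3.12 to 3.15) and male M+Z+ replicate 4 (3.18) lay below all M-Z+ and M-Z- embryos of their sex. The study's figures name M+Z+ embryos of each sex with and without a prime, but which replicate numbers these are was not stated in the labels. Of the 59 female calls outside the list for M-Z-, 54 kept direction and size against M+Z+ embryos numbered 4 and above, so a batch is argued against as the source of most of them. Of the 34 male calls, 29 kept direction and size, but against a single embryo, so there a batch and the genotype cannot be told apart.

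Mtarc1, Aldh8a1 and Hpd were the largest falls outside the list in both sexes, and a smaller liver in M-Z- embryos is a candidate explanation. Over 12 fetal liver genes listed before the test, the mean log2(CPM + 1) differed by -0.63 in females (exact p 0.0714) and by -0.981 in males (exact p 0.114). Against M+Z+ embryos numbered 4 and above the differences were -0.345 and -0.857. In females M+Z+ replicates 2 and 3 were the highest (8.08 and 8.31), and male M-Z- replicate 3 (7.64) lay at the level of the M+Z+ males. The largest fall of a gene of that list was -1.14 (Alb, males), while the 3 genes changed by -2.61 to -3.0. The 3 were chosen as the largest falls and stood near the limit of detection in M-Z- embryos, so a smaller share of liver and an effect of genotype on these genes cannot be told apart, and the latter was not tested. Of the other lists for M-Z- against M+Z+, erythroid genes differed by -0.069 and 0.321 (females and males), striated muscle by -0.075 and -0.093, neuron by -0.122 (exact p 0.0286, adjusted 0.429) and -0.071, and trophoblast, with 2 of its 17 genes at 1 CPM or more, by -0.278 (exact p 0.0238, adjusted 0.429) and -0.197. No list passed the adjustment over all lists and comparisons.

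Other splits of the same embryos were analysed to ask whether chance could give as many calls. For all genes 3 of 100 splits gave as many as M-Z- against M+Z+ in females and 4 of 84 as many as M-Z+ against M+Z+ in females. With the real split included, these shares were below 0.05. The other such splits gave 258 and 111 calls against 95 in the first case, and 317, 196 and 187 against 10 in the second. Since these splits gave more calls than the real ones, the shares do not exclude chance for the number of calls. Nor was chance excluded for M-Z- males (3 of 35), M-Z+ males (2 of 35) or the sexes (5 of 100), where the share was not below 0.05. The split of M+Z+ replicates 1 to 3 from the rest gave as many or more, with 76 genes in the set of M-Z- and M+Z+ males, 114 in that of M-Z+ and M+Z+ males, 187 in that of M-Z+ and M+Z+ females and 333 among all M+Z+ embryos. Against M+Z+ replicates 4 and above the real comparisons gave 3 genes in M-Z- males, 0 in M-Z+ males by edgeR, 10 in M-Z+ females and 11 between the sexes. These splits count toward chance here, and the result concerns the number of calls and not single genes such as Xist, at 3019 CPM in female and 0.421 CPM in male M+Z+ embryos.

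For the list, 1 split, the real one, gave as many calls in M-Z- females (1 of 100), M-Z- males (1 of 35), M-Z+ females (1 of 84), M-Z+ males (1 of 35) and M-Z- against M-Z+ females (1 of 35), so chance was excluded. For the sexes 3 of 100 did. P-score calls gave 1 of 100, 1 of 35, 1 of 84, 1 of 35 and 1 of 35 in the same order of comparisons. For M-Z- against M-Z+ males the 10 possible splits cannot exclude chance (1 of 10 for expression and 1 of 10 for P-scores). For the P-score interaction of M-Z- it was 5 of 100, not excluded. For the interactions of expression, for the P-scores between the sexes and for the P-score interaction of M-Z+, 100 of 100 splits gave as many, as any split does with 0 calls. For allelic shifts it was 1 of 100 in M-Z- females, 1 of 35 in M-Z- males and 1 of 35 in M-Z+ males. In M-Z+ females it was 5 of 84, not excluded, and the other 4 splits, with 34, 44, 60 and 66 calls, each set 3 of the 4 females with the chromosome 17 run against the rest.

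A run of 13 genes on chromosome 6 (147995938 to 149511848, from Far2 to Bicd1) had a median P-score of 0.5 in 11 embryos. They were spread over all groups except M-Z- males. No explanation was tested.

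In males, whose X chromosome is maternal, 33.1% to 38% of the allele-assigned reads on X were counted as paternal. Of 89 X genes with a P-score in every male, 76 were below -0.35 in all males and 8 were above 0.35 in all males. The assignment of reads on X was thus not reliable for every gene. In male M-Z- replicate 2, Hbb-y took 2.17% of all counts, and no other embryo had a gene above 1%.

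P-scores called between female and male M+Z+ embryos numbered 0 of 51 by the exact test (Jpx was not tested), with 1 at an unadjusted p and 1 by edgeR's allele test. This is fewer than the study reported. Ftx had the smallest exact p that 6 against 4 embryos allow (0.00476), which adjusted to 0.243. A single gene could thus not be called by the exact test, and its count of 0 does not speak against the study.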
